A study of Scophthalmus maximus with 8 samples. Its data were reported in "Genome-wide chromatin accessibility and gene expression profiling during flatfish metamorphosis" (2023).

How the data were processed

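Chromatin accessibility was profiled by ATAC-seq, an assay in which the Tn5 transposase inserts sequencing adapters into DNA that is not packed by nucleosomes, in turbot (*Scophthalmus maximus*), a flatfish. The 8 samples fall into 4 developmental stages with 2 biological replicates each. The stages are 3dpf (days post fertilization, the phylotypic stage), 15dph (days post hatching, pre-metamorphic), 23dph (climax of metamorphosis) and 37dph (post-metamorphic). Whole animals were used at 3dpf, and at the 3 later stages the posterior part of the body behind the cloaca was cut off. The stage and the sampled part of the body therefore change together between 3dpf and the other stages.

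The authors aligned the paired reads with Bowtie2 to the turbot assembly ASM1334776v1, shifted read ends to the Tn5 cut site, kept only short fragments from nucleosome-free DNA, called peaks with MACS2 in each replicate and joined the replicates of a stage with the Irreproducible Discovery Rate (IDR) method. IDR ranks the peaks of 2 replicates and estimates, for each peak, the rate at which peaks of that rank or better fail to reproduce. The deposited data used here are 1 consensus peak list per stage. The labels attach each list to both replicates of its stage, including the 23dph list, whose name carries another day number. No value per replicate was analysed here, so no error between replicates and no p-value between stages can be given. Peaks are not replicates, and they were not treated as such.

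Each list gives the start, end and summit of every peak in bp. It also gives, as the authors' peak caller wrote them, a fold enrichment over the local background, a −log10 p and a −log10 q per peak. The deposited lists add a score and a −log10 of the local and of the global IDR. A check on the values showed that in 100% of the peaks of every list the score lay within 1 unit of 125 times the −log2 of the global IDR, capped at 1000. The lowest score in each list was 415, which corresponds to a global IDR of 0.1, so the lists hold peaks up to that limit. Fold enrichment and −log10 p were used only to describe, rank or filter peaks within a list, since they depend on the depth and background of each list's own libraries. Whether these values come from the pooled reads of a stage or from a single replicate is not stated. The read depth behind the peaks is not given by the lists. It affects how many peaks pass the IDR limit and how wide they are called, and no correction for it could be made.

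Peaks of different stages were linked when they overlapped by at least 1 bp, and linked peaks were joined into the regions of a union atlas. A region was called open at a stage when it held a peak of that stage, and stage-only when it held peaks of a single stage. Absence of a peak means that no reproducible peak was called, not that the chromatin was closed. For each pair of stages the share of peaks overlapping a peak of the other stage and the Jaccard index of base pairs (shared bp divided by bp covered by either list) were computed. The overlap expected from lists of the same size and spacing was measured with 1000 circular shifts, in which all peaks of a sequence were moved by one random distance and wrapped at its end. The furthest peak end over the lists served as the end of each sequence. The atlas was also rebuilt from 100 sets of shifted lists. Shares carry 95% Wilson intervals, which cover counting error only and not the difference between animals or libraries. Peaks were ranked within a list by −log10 p. The lists hold no overlapping peaks (0 in each of the 4 lists).

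The linking was tested on simulated lists of 36281 regions with known stages. All 10 counts of classes compared were recovered exactly. The simulated sites lay at least 5000 bp apart, and the peaks of a site nearly coincided. Wrong joining of neighbouring sites and missed links could therefore not occur, so this checks the code and not the linking of dense peaks. In the real atlas only 12425 of 43391 3dpf-only regions had their next region more than 5000 bp away. In 39 of 40 simulated pairs of unrelated lists, the observed overlap lay inside the range of 100 shifts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

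The comparisons of peak numbers, overlaps, shared and stage-only regions and successive stages, most of the alternatives and the rule for named regions were fixed before the data were examined. The description of peak ranks by decile, peak widths and summit distances was added afterwards. The named regions are, for each stage, the stage-only region with the highest peak score, read as −log10 p because many IDR scores are tied at the cap. The alternatives were the top 50% of each list, the same number of peaks in each list (the 46248 strongest, the length of the shortest list), a global IDR of at most 0.01, assembled chromosomes only, an overlap of at least 50% of both peaks, summits within 100 bp, and shifts of 10000 to 50000 bp. A global IDR of at most 0.05, and the 46248 strongest peaks of 1 stage set against the full lists of the others, were added after the data had been seen, as were the alternatives for peak width. Results on promoters, GC content, sequence motifs and listed genes had also been planned. They need the sequence and gene annotation of ASM1334776v1, which were not used here. The gene table at hand belongs to another assembly (ASM2237912v1), whose coordinates cannot be set against these peaks. No region is therefore assigned to a gene, exon, intron or promoter. The study grouped peaks by clustering normalised read counts, and here presence or absence in the lists took the place of that step.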

Results

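The data collected are 4 lists of reproducible ATAC-seq peaks, 1 for each stage of turbot development, and each list rests on 2 biological replicates. Together the lists held 246426 peaks. Of the 30 sequences named, 22 were numbered chromosomes, whose furthest peaks spanned 545 Mb of the ASM1334776v1 assembly. Every peak had a global IDR of at most 0.1. The read depth is not part of the lists, so peak numbers are given as called, without a correction for depth and without an error between replicates. The 3dpf samples were whole animals and the later ones lacked the posterior body, so every comparison with 3dpf is also one between these materials.

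The first question was how much accessible chromatin was detected at each stage. The 3dpf list held 94714 peaks, the 15dph list 57611, the 23dph list 47853 and the 37dph list 46248. The number at 3dpf was 1.64 times that at 15dph, 1.98 times that at 23dph and 2.05 times that at 37dph. Peaks covered 30.2 Mb at 3dpf, 17.4 Mb at 15dph, 13.2 Mb at 23dph and 11.1 Mb at 37dph. The ratio of covered length between 3dpf and 37dph, at 2.73, was larger than the ratio of peak numbers because peaks also differed in width. The order of the stages depended on the IDR limit at one place. With a global IDR of at most 0.01, the lists held 64494, 38681, 31090 and 31278 peaks, so that 37dph no longer had fewer peaks than 23dph. The share of peaks that met this stricter limit was similar in the 4 lists. It was 68.1% (95% Wilson interval 67.8 to 68.4) at 3dpf, 67.1% (66.8 to 67.5) at 15dph, 65.0% (64.5 to 65.4) at 23dph and 67.6% (67.2 to 68.1) at 37dph. Within the lists, the authors' median fold enrichment over local background was 4.97 at 3dpf, 4.36 at 15dph, 4.63 at 23dph and 4.74 at 37dph.

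The median peak width was 274 bp at 3dpf (interquartile range 211 to 382), 255 bp at 15dph (197 to 362), 238 bp at 23dph (190 to 326) and 204 bp at 37dph (170 to 277). With the same number of peaks in each list, the medians were 325, 262, 239 and 204 bp, and the 3dpf value moved most. The same order was seen in the 25400 regions that were open at all stages and held exactly 1 peak of each. There the median width was 259 bp at 3dpf, 249 bp at 15dph, 233 bp at 23dph and 210 bp at 37dph. Of these regions, 60.7% (60.1 to 61.3) were narrower at 15dph than at 3dpf, 72.1% (71.5 to 72.6) at 23dph and 81.2% (80.7 to 81.7) at 37dph. Summits lay close together between stages in the same regions. These regions were chosen because their peaks were linked by overlap, which itself keeps summits near each other. Sites whose position moved further would have dropped out, and no expected distance was computed. The distances therefore describe linked peaks only and do not test whether peak position changes. The median distance between summits was 8 bp for 15dph and 23dph and 12 bp for 3dpf and 37dph, the pair with the largest median, and between 95.7% and 98.1% of summits lay within 100 bp of each other in the 6 pairs.

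**Figure D1:**
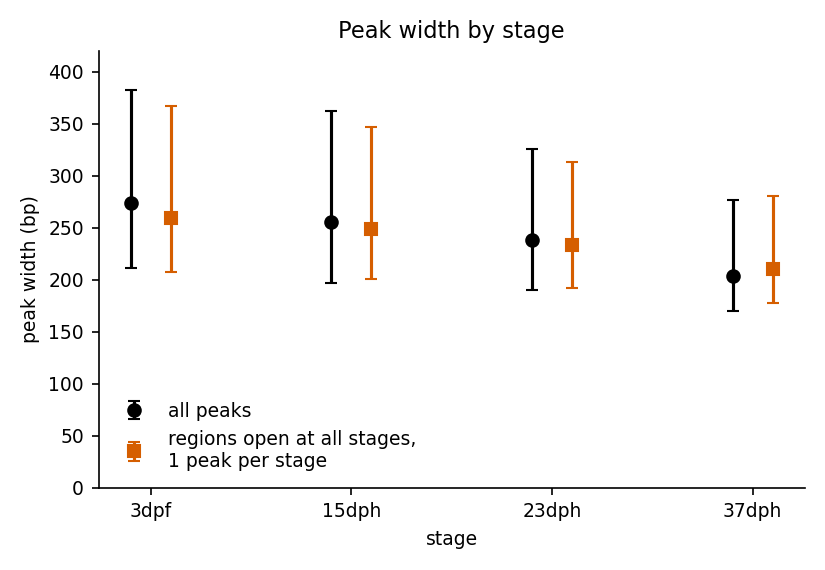
Peak width in bp (vertical axis) at each stage (horizontal axis), for all peaks of a list (circles) and for the 25400 regions open at all stages with 1 peak per stage (squares); symbols are medians and bars the interquartile range over peaks, not an error between replicates. The median falls from 274 bp at 3dpf to 204 bp at 37dph in all peaks and from 259 bp to 210 bp in the shared regions.

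The second question was which stages resemble each other in their accessible chromatin. The Jaccard index of base pairs was highest for the pre-metamorphic and climax stages, at 0.535 for 15dph and 23dph. It was 0.481 for 23dph and 37dph and 0.433 for 15dph and 37dph. The 3 pairs with 3dpf had the lowest values, 0.381 with 15dph, 0.318 with 23dph and 0.250 with 37dph. The index cannot exceed the smaller covered length divided by the larger. Peaks covered 30.2 Mb at 3dpf against 17.4, 13.2 and 11.1 Mb later, so pairs with 3dpf had the lowest limits. Their low values do not by themselves show that 3dpf shares less chromatin. Linking peaks by summits within 100 bp moved the index of 15dph and 23dph the furthest down, to 0.472, and the top 50% of each list moved it furthest up, to 0.597. The direction of the fall was fixed in advance, because under that rule only base pairs shared by linked peaks were counted. The same holds for the overlap of at least 50% of both peaks. The 15dph and 23dph pair stayed highest and the 3dpf and 37dph pair lowest under all 7 alternatives for which the index was recomputed. With the same number of peaks in each list, the indices of these pairs were 0.574 and 0.291. Equal numbers do not remove the limit set by covered length, since median widths still differed (325 bp at 3dpf and 204 bp at 37dph).

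**Figure D2:**
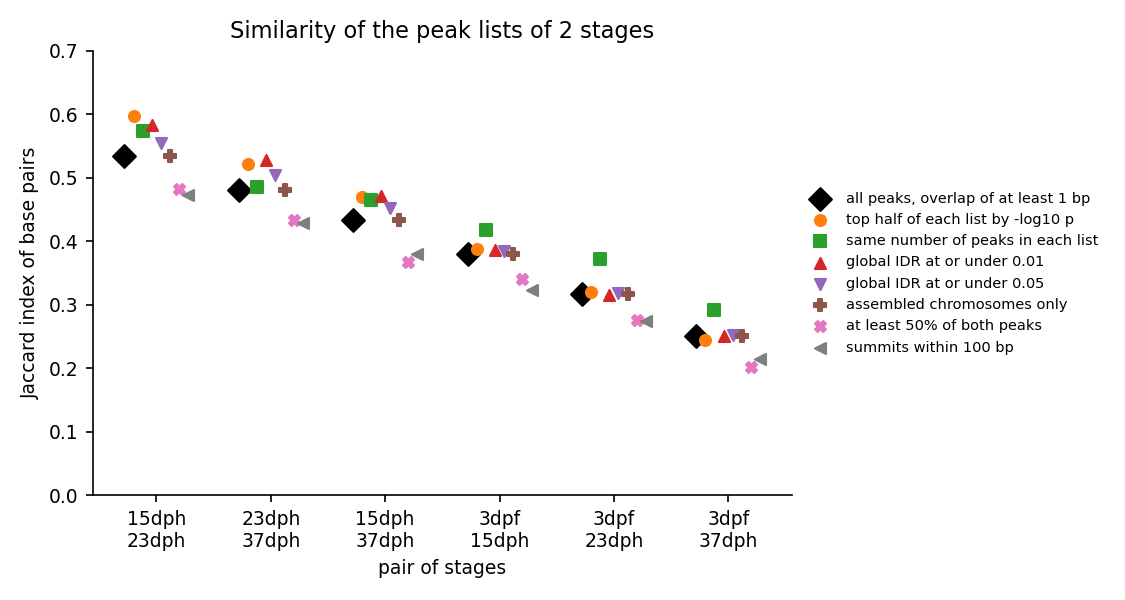
Jaccard index of base pairs (vertical axis, no unit) for the 6 pairs of stages (horizontal axis); black diamonds use all peaks with an overlap of at least 1 bp, and the other symbols each change 1 processing choice. The 15dph and 23dph pair is highest for every symbol and the 3dpf and 37dph pair lowest.

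Peaks of the later lists mostly lay on peaks of the earlier ones. Of the 15dph peaks, 80.2% (79.9 to 80.5) overlapped a 3dpf peak, against a mean of 10.3% ± 0.143 (SD over 1000 circular shifts). Of the 23dph peaks, 83.0% (82.7 to 83.4) overlapped a 3dpf peak and 84.2% (83.9 to 84.5) a 15dph peak, against shift means of 9.97% ± 0.145 and 5.90% ± 0.114. Of the 37dph peaks, 77.7% (77.3 to 78.1) overlapped a 3dpf peak, 80.1% (79.7 to 80.5) a 15dph peak and 73.8% (73.4 to 74.2) a 23dph peak. The shift means for these were 9.41%, 5.56% and 4.42%. For each of the 6 pairs, 0 of 1000 shifts reached the observed share. In the opposite direction, the 3dpf list was covered least. Of its peaks, 48.5% (48.2 to 48.8) overlapped a 15dph peak, 41.0% (40.7 to 41.3) a 23dph peak and 36.3% (36.04 to 36.65) a 37dph peak. These shares are bounded by the length of the other list. With equal list lengths, 65.0% of 15dph peaks, 62.5% of 23dph peaks and 56.0% of 37dph peaks overlapped a 3dpf peak, and 80.2% of 23dph peaks overlapped a 15dph peak.

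The third question was which regions were shared and which were specific to a stage. Joining linked peaks gave a union atlas of 114193 regions covering 37.4 Mb, with a median width of 280 bp. In 3.34% of the regions at least 1 stage had more than 1 peak. A total of 28454 regions (24.9% of the atlas, 24.7 to 25.2) were open at all 4 stages, against a mean of 39.8 ± 6.66 (SD) in 100 atlases built from shifted lists. Another 57480 regions (50.3%) were open at a single stage, 15901 (13.9%) at 2 stages and 12358 (10.8%) at 3 stages. The 2287 regions open at the 3 later stages but not at 3dpf were part of the 20556 regions (18.0% of the atlas) with no 3dpf peak. With the top 50% of each list, the alternative that moved it most, the number of regions open at all stages was 15364.

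**Figure D3:**
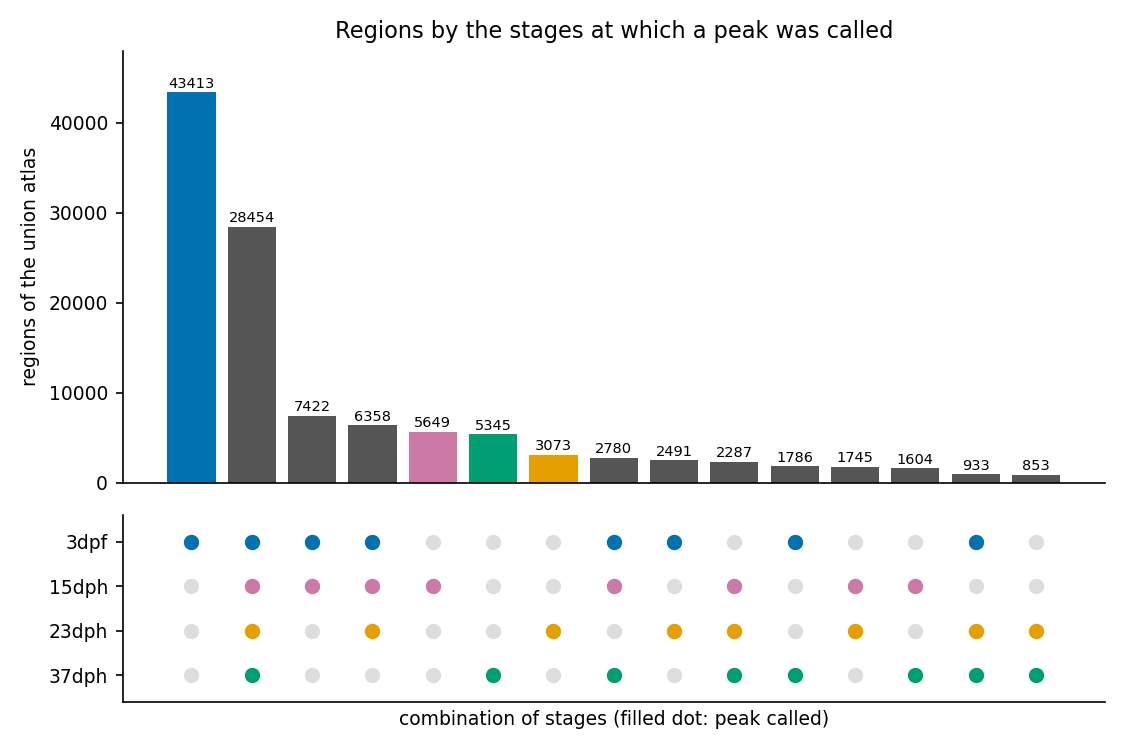
Number of regions of the union atlas (vertical axis) for each of the 15 combinations of stages with a peak (filled dots below each bar); coloured bars are regions with a peak at a single stage. Regions seen only at 3dpf (43413) and regions open at all stages (28454) are the most frequent combinations.

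Stage-only regions numbered 43413 at 3dpf, 5649 at 15dph, 3073 at 23dph and 5345 at 37dph. They made up 46.4% (46.0 to 46.7) of the regions open at 3dpf, 10.0% (9.79 to 10.3) of those at 15dph, 6.65% (6.43 to 6.88) at 23dph and 12.1% (11.8 to 12.4) at 37dph. The climax stage had the fewest stage-only regions in both measures. Regions open at all stages made up 30.4% of the 3dpf regions and 50.5%, 61.6% and 64.6% of those at 15dph, 23dph and 37dph. The counts depended on the length of the lists. With the 46248 strongest peaks of each stage there were 14121 3dpf-only, 4031 15dph-only, 4935 23dph-only and 8224 37dph-only regions. The 3dpf count was again the highest, and the order of the 3 later stages changed, with 15dph lowest.

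Stage-only peaks were found mainly among the weaker peaks of a list. Peaks were ranked by −log10 p within their list, and the top 50% held 30.4% (29.95 to 30.82) of the 3dpf-only peaks, 2.58% (2.202 to 3.032) of the 15dph-only peaks, 1.33% (0.985 to 1.80) of the 23dph-only peaks and 5.59% (5.01 to 6.24) of the 37dph-only peaks. These shares correspond to 13190, 146, 41 and 299 peaks. For peaks in regions open at all stages the corresponding shares were 78.3%, 80.4%, 71.1% and 67.8%. In the weakest decile, 74.4% of 3dpf peaks were stage-only, compared with 35.4% at 15dph, 26.2% at 23dph and 39.0% at 37dph. In the strongest decile, 6.31% (5.84 to 6.82) of the 9472 3dpf peaks were stage-only. At 15dph and 23dph there were 0 among 5762 and 4786 peaks, with upper Wilson limits of 0.0666% and 0.0802%. At 37dph a single stage-only peak among 4625 gave a share of 0.0216%.

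**Figure D4:**
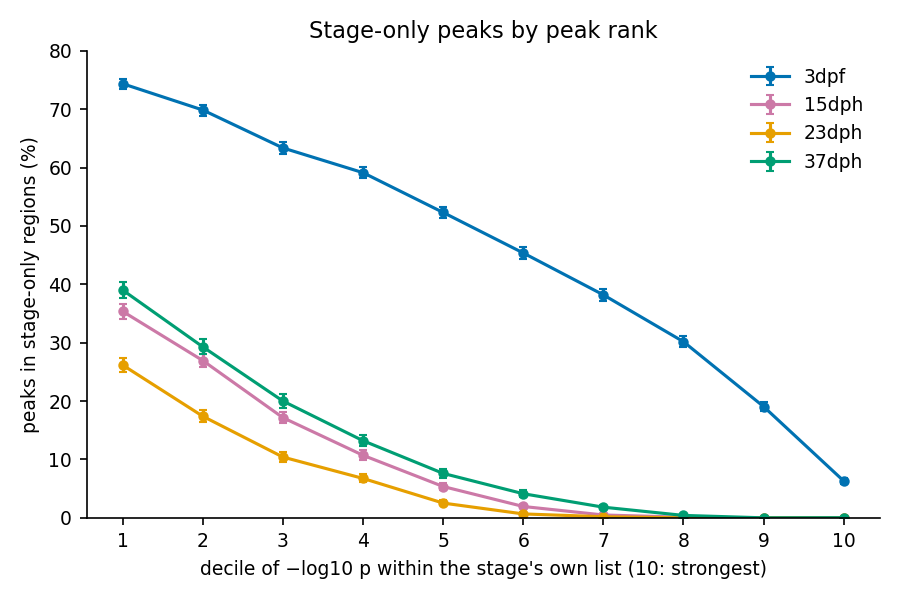
Share of peaks lying in stage-only regions (vertical axis, %) for each decile of −log10 p within the stage's own list (horizontal axis, 10 being the strongest peaks); lines are stages and bars 95% Wilson intervals. At every decile the 3dpf line is the highest, from 74.4% in the weakest decile to 6.31% in the strongest.

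The strongest stage-only region of each stage followed the same pattern. Positions are on ASM1334776v1, and the genes around them were not analysed here. At 3dpf it lay on chromosome 2 from 1352426 to 1352882, with a fold enrichment of 12.1 and a −log10 p of 101, and ranked 149 of 94714 peaks. At 37dph it lay on chromosome 12 from 15225208 to 15225459, with a fold enrichment of 7.05 and a −log10 p of 36.4, and ranked 3614 of 46248. At 15dph it lay on chromosome 16 from 17310172 to 17310585, with a fold enrichment of 6.19, and ranked 13630 of 57611. At 23dph it lay on chromosome 6 from 631696 to 631867, with a fold enrichment of 5.76, and ranked 16047 of 47853.

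Changes between successive stages were counted in the same atlas. From 3dpf to 15dph, 45014 regions were kept, 48623 were lost and 11285 were gained. The lost regions were 51.9% (51.6 to 52.2) of those open at 3dpf, and the gained ones 19.7 to 20.4% (95% interval) of the 56299 open at 15dph. From 15dph to 23dph, 38844 were kept, 17455 (30.6 to 31.4% of those open at 15dph) were lost and 7350 (15.9%, 15.6 to 16.2) were gained. From 23dph to 37dph, 32527 were kept, 13667 (29.6%, 29.17 to 30.004) were lost and 11515 (26.1%, 25.7 to 26.6) were gained. The excess of losses over gains was 4.31-fold at the first step, 2.37-fold at the second and 1.19-fold at the last. Losses minus gains equal the difference in open regions between 2 stages, so lists with the same number of peaks give nearly equal losses and gains by construction, and only the size of the exchange can be read from them. With equal lists, losses and gains were 16517 and 16118 at the first step, 9606 and 9002 at the second and 12702 and 11918 at the last. Of the regions gained at 23dph, 46.6% had been open at 3dpf, and of those gained at 37dph, 53.6% had been open at 3dpf or 15dph.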

Values the study reported

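The study reported 94714 reproducible peaks at 3dpf, 57611 at 15dph, 47853 at 23dph and 46248 at 37dph. It gave 66322605 and 59955010 mapped reads for the 3dpf libraries, 68852529 and 77927430 for those at 15dph, 62757651 and 70236756 for those at 23dph, and 99561379 and 85355954 for those at 37dph. From a soft clustering of read signal over the stages, it listed 14235 peaks as specific to the phylotypic stage, 6516 to the pre-metamorphic stage, 3215 to the climax and 5053 to the post-metamorphic stage.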

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

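The 6 shares of peaks overlapping another stage lay above all 1000 shifts in each of the 48 recomputations, which covered 8 alternatives and included shifts of 10000 to 50000 bp. Restricting the lists to assembled chromosomes moved no count by more than 1.5 times, and the Jaccard index that moved most, that of 15dph and 23dph, went from 0.5346 to 0.5349. No list held overlapping peaks, so merging changed no count. No paired analysis was possible because the 2 replicates of a stage share 1 peak list, and for the same reason leaving out a replicate was not possible. Alternatives for promoters, GC content, motifs and listed genes were not run, since those results were not made. The IDR limit of 0.05, and the comparison of the strongest peaks of 1 stage with the full lists of the others, were chosen after seeing the data.

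Fewer peaks were left by construction in the top 50% of each list (47357 at 3dpf, 28805 at 15dph, 23926 at 23dph and 23124 at 37dph). A global IDR of at most 0.01 left 31090 peaks at 23dph, the only stage where the number changed by over 1.5 times. Regions open at all stages fell to 15364 in the top 50% and stayed within 1.5 times of 28454 under the 6 other alternatives.

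Counts of stage-only regions were the least stable results. In the order 3dpf, 15dph, 23dph and 37dph, the top 50% of each list gave 21899, 1792, 803 and 2324. Counting only stage-only regions whose own peak ranked in the top 50% of its full list gave 13190, 146, 41 and 299. The same number of peaks in each list gave 14121 for 3dpf, 4935 for 23dph and 8224 for 37dph. The gains at 23dph and 37dph follow from the construction, since cutting the longer lists removes peaks that had matched them. When instead the 46248 strongest peaks of a stage were set against the full lists of the others, 12633 peaks at 3dpf and 2096 at 15dph had no counterpart, with 2574 at 23dph and 5345 at 37dph. A global IDR of at most 0.01 gave 2718 for 15dph, 974 for 23dph and 2939 for 37dph, and at most 0.05 gave 2038 for 23dph. Requiring an overlap of 50% of both peaks raised the 37dph count to 8115. The 3dpf count was the highest in every one of these settings. The order of the later stages was not stable. In the full lists 15dph came next, as it did with chromosomes only, summits within 100 bp and the IDR limit of 0.05, while 37dph came next in each of the other 6 settings. The climax stage was no longer the lowest in the equal lists or when the strongest peaks of 1 stage were set against full lists, where 15dph was.

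Jaccard indices moved with most choices. For an overlap of 50% of both peaks and for summits within 100 bp, only base pairs shared by linked peaks were counted. Under these rules the index could only fall or stay the same. The cause of the other changes was not tested. In the order 3dpf with 15dph, 3dpf with 37dph, 15dph with 23dph, 15dph with 37dph and 23dph with 37dph, the top 50% gave 0.388, 0.244, 0.597, 0.470 and 0.521. Equal lists gave 0.419, 0.291, 0.574, 0.465 and 0.486, and an overlap of 50% of both peaks gave 0.340, 0.202, 0.483, 0.367 and 0.434. Summits within 100 bp gave 0.324, 0.214, 0.472, 0.381 and 0.429. For 3dpf with 23dph the last 3 settings gave 0.372, 0.276 and 0.275. A global IDR of at most 0.01 gave 0.386 for 3dpf with 15dph, 0.583 for 15dph with 23dph, 0.472 for 15dph with 37dph and 0.527 for 23dph with 37dph. At most 0.05 gave 0.384, 0.556, 0.452 and 0.504 for those pairs.

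Among the counts of regions gained or lost between successive stages, 14 of 42 changed by more than 1.5 times, all 14 towards fewer regions. The number of reads that entered peak calling is unknown from the lists. It limits every comparison of peak numbers, stage-only counts and widths between stages, and no alternative tried here removes it. The mapped reads quoted from the study above were lowest in total at 3dpf, which has the most and widest peaks, and highest at 37dph, which has the fewest and narrowest. Their direction goes against fewer mapped reads as the reason for the lower peak numbers at 37dph. They were counted before fragments were selected by length, so the usable depth stays open.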

Other observations

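The tests of peak width, of the spread between chromosomes and of regions shared by 3dpf and 37dph alone were chosen after the widths, the chromosome shares and the region counts had been seen, and the other tests before their results were seen. The comparison of regions with and without a gap was also added afterwards.

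The large number of 3dpf-only regions was weighed against the length of the 3dpf list. With equal list lengths there were 14121 3dpf-only regions, against 8224 for the next stage, so list length alone does not account for 3dpf ranking first, although much of the size of its count moves with list length. Whether the difference reflects the developmental stage, the use of whole animals at 3dpf, or the quality of the libraries stays open, since these change together. The count in the full lists was 43413. That is higher than the value quoted from the study above, but the measures are unlike. The study counted peaks grouped by clustering of read signal, and here regions were counted by presence or absence of peaks. The similarity of 15dph and 23dph was weighed in the same way. At equal list length their Jaccard index was 0.574 and that of the next pair 0.486, so similar list lengths do not explain why this pair ranks first.

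Of the 14067 peaks in stage-only regions of the 3 later stages, 486 (3.45%) were in the top 50% of their own list, where 50% is the share of all peaks. This is consistent with many of these regions being peaks close to the calling limit that were missed at the other stages. Weak sites that open at a single stage would give the same ranks, so these readings are not separated by the test. A reader looking for stage-specific elements in the later stages would be left with 146 regions at 15dph, 41 at 23dph and 299 at 37dph in the stronger part of the lists. The strongest 37dph-only peak, on chromosome 12 from 15225208 to 15225459, stands out in this respect. It is the single stage-only peak in the strongest decile of any of the later lists. Its IDR score of 1000 does not set it apart, since 58.9% of the 37dph peaks are at that cap.

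In 9594 regions (8.40% of the atlas) a peak was called at an earlier and a later stage but not at a stage between them. Peaks in these regions had a median percentile of 29.4 within their own lists, compared with 70.7 for peaks open at all stages, and the median was lower in each of the 4 lists. A low rank is not particular to them, since peaks in regions open at 2 or 3 successive stages had a median percentile of 37.7. The median was nonetheless lower with a gap than without in each of the 4 lists, both for regions open at 2 stages and for those open at 3. A missed call at the stage between is a candidate explanation for part of these regions, and closing followed by reopening is neither shown nor excluded by the ranks. A related question was whether regions open at 3dpf and 37dph alone are chance overlaps. Of the 7156 37dph peaks with no counterpart at 15dph or 23dph, 1811 (25.3%) overlapped a 3dpf peak. Circular shifts of these peaks gave a mean of 9.02% and a highest value of 10.2%, and shifts of 10000 to 50000 bp a mean of 10.5% and a highest value of 11.6%. Chance overlap is therefore not enough to explain them. A recurrence of sites used at the phylotypic stage, and sites open throughout that were missed at 15dph and 23dph, both remain open.

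Stage-only regions of all 4 stages lay next to regions of their own class more often than shuffled classes did. The region following a 3dpf-only region was also 3dpf-only in 46.1% of cases, against a mean of 38.1% and a highest value of 38.7% in 1000 shuffles of the classes within each chromosome. The shares were 7.39% against 4.97% for 15dph-only, 4.36% against 2.69% for 23dph-only and 7.74% against 4.74% for 37dph-only regions, each above all 1000 shuffles. Relative to the shuffle mean the excess was 1.21-fold at 3dpf, 1.49-fold at 15dph, 1.62-fold at 23dph and 1.63-fold at 37dph. One site split into several regions would raise this share only for close neighbours. Among neighbours more than 5000 bp apart the share was still 45.1%, against a highest shuffled value of 39.5%, so splitting is not the whole cause at 3dpf. At that distance the share was 6.44% against a mean of 4.99% for 15dph-only regions (1.29-fold, reached by 4 of 1000 shuffles) and 6.41% against 4.78% for 37dph-only regions (1.34-fold, reached by 3 of 1000), compared with 1.18-fold at 3dpf. For 23dph-only regions, 2.69% against 2.70%, no excess was detected beyond 5000 bp. A hypothesis, for 3dpf-only regions in the first place, is that accessibility differs between stages over domains of many kb as well as at single elements. Regional differences in mappability, GC content or gene density could give the same picture and were not tested.

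Windows of 200000 bp with at least 20 regions were ranked by their share of 3dpf-only regions, and the windows named here were chosen after their values were seen. The highest share, 87.5% (21 of 24 regions), was on chromosome 13 from 2200001 to 2400000. The next were on chromosome 6 from 5000001 to 5200000 (17 of 20 regions) and on chromosome 13 from 25200001 to 25400000 (22 of 26). In 1000 shuffles of the classes the highest window reached 86.4% at most and 69.1% on average. The highest window of 15dph-only regions, 33.3%, was reached by 3 of 1000 shuffles. Those of 23dph-only (16.7%) and 37dph-only regions (22.2%) were reached by 515 and 389, so no window of these classes stood out. The shuffles ignore the likeness of neighbouring regions, so they understate what chance can give.

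The share of 3dpf peaks that were 3dpf-only ran from 41.2% (39.7 to 42.8) on chromosome 19 to 50.9% (49.1 to 52.7) on chromosome 21. The SD over the 22 chromosomes was 2.60 percentage points. When the classes were rotated along the genome, which keeps neighbours alike, 25 of 1000 rotations gave an SD as large, with a mean of 2.16. Some of the rotations thus reached the observed spread, and chance among alike neighbours was not excluded under the criterion used, that the spread lie above every rotation. Few rotations reached it, so a looser criterion would have excluded chance, and the reading depends on that choice. Chromosome 19 was also the densest in regions open at all stages, with 67.1 per Mb, while chromosome 13 had the fewest, 41.7 per Mb. Across the 22 chromosomes, no relation was detected between the density of 3dpf-only regions and that of regions open at all stages (Pearson r = -0.298, permutation p = 0.178; Spearman rho = -0.33, permutation p = 0.135; r = -0.276, permutation p = 0.239, without the 2 chromosomes farthest from the median). This was the only relation computed across chromosomes.

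Peaks were narrower at 37dph than at 3dpf in 81.2% of the regions that held 1 peak at each stage. A list of different regions at 37dph is therefore not the whole cause of the narrower peaks. The medians differed less in these regions (259 and 210 bp) than over all peaks (274 and 204 bp), so different regions stay open as part of it. The time of tissue dissociation differed between stages, and its part in peak width, like that of usable depth, was not tested.

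Mitochondrial peaks between 3155 and 3515 bp wide were present in the 3 later lists and in none of the 94714 peaks at 3dpf. They lay from 41 to 3555 at 15dph, from 13288 to 16772 at 23dph, and from 39 to 3193 and 13597 to 16771 at 37dph, with fold enrichments between 1.35 and 1.92. Mitochondrial DNA carries no nucleosomes, and these intervals are far wider than the median peak of any stage. No explanation was tested.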
